A study of Mus musculus with 16 samples. Its data were reported in "Epigenetic inheritance is unfaithful at intermediately methylated CpG sites" (2023).

How the data were processed

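Target capture bisulfite sequencing (tcBS-seq) was available for 16 libraries, from 2 parental lines of immortalised mouse embryonic fibroblasts (MEF-1 and MEF-2) and from 14 clonal lines, each expanded from a single sorted cell (7 per parental line). Groups and replicate numbers were taken from the labels of the samples. Gene expression and knock-out lines of the study were not analysed here.

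According to its methods, the study captured chosen regions with RNA probes before bisulfite conversion and sequenced the libraries as paired reads. The authors trimmed reads with Trim Galore, aligned them to mm10 with Bismark, dropped reads of low mapping quality and read ends with a position bias, and combined the calls of both strands of each CpG. Removal of PCR duplicates is not mentioned. The deposited values of each library are counts of unmethylated and of methylated reads per position, with no normalization. The positions were checked against the GRCm38 sequence, the build also named mm10, and 113 of the CpGs in the comparisons did not lie at a CpG of that reference. A deposited table of the whole series repeats these counts for CpGs with at least 10 reads in all 16 libraries, and all 1203687 CpGs in it had the same counts as the library tables in every library. The same table holds a fidelity score, a neighbour similarity score and a number of CpGs within 100 bp for each CpG, as computed by the authors. It also has 2 columns of values per sample that follow from the counts (the coverage and the methylated percentage), which were not used.

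The methylation level of a CpG in a library was the percentage of its reads called methylated. The comparisons used CpGs with at least 10 reads in all 16 libraries and left out chromosomes 12, 18, 19, X and Y, as the study's methods do. States were low (under 10%), low intermediate (10 to 40%), intermediate (40 to 60%), high intermediate (60 to 90%) and high (90% or more), and a parental level from 10 up to 90% is called intermediate below where no finer state is given. A faithful call was a clonal level of 0 to 10, 40 to 60 or 90 to 100%. The fidelity score of a CpG was the share of the 14 clonal lines with a faithful call, and the neighbour similarity score the share of lines in which the closest measured CpG lay within 10 points. CpG density was the number of other CpGs within 100 bp in the reference sequence, with an upper limit of 30. With a tolerance of 1e-06, the fidelity score computed from the counts equalled the deposited fidelity score at 100% of CpGs and the deposited neighbour similarity score at 99.8%, whereas 11.8% of the deposited CpG numbers equalled the density (deposited mean 7.96 with values up to 45, computed mean 7.00).

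Methylation groups came from k-means clustering of the 16 levels of each CpG with 7 clusters, run to convergence on all CpGs from centres fitted on 100000 of them (10 starts, fixed seed). The cluster with the lowest mean level was named U and that with the highest M. Of the remaining clusters, that with the smallest difference between the families was I, and each other cluster was UI or MI by the closeness of its family means to 0 or 100%. Genes, exons and transcript starts came from GENCODE M21, with a promoter reaching 1000 bp before a transcript start of a protein-coding gene, and genic CpGs lay in a promoter or a transcript of such a gene.

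Clonal lines were the replicates of each comparison between or within families, and chromosomes were the replicates of CpG density and genic location, because neighbouring CpGs are not independent. The tests take the lines of a family as independent. Some MEF-1 lines had closer levels to each other than the rest, so p-values over lines may be too small. Values per line were compared within lines by exact sign-flip tests and between families by exact permutation tests of 7 against 7 lines, all two-sided. The tests took the place of rank-sum tests and regressions over CpGs. CpGs that differed between the families were found with a quasi-binomial logistic model of methylated and unmethylated counts over the 14 clonal lines (F-test, dispersion not below 1). Each clonal line was also set against its parental library by Fisher's exact test per CpG. Adjusted p-values follow Benjamini and Hochberg, and CpGs with an adjusted p under 0.05 were called. The between-clone variance share was the variance of the level between the 7 lines of a family beyond binomial read sampling, summed over CpGs and divided by the sum of p(1 − p) at the clonal mean level p, with an error from leaving out each line. It is 0 where all clonal lines have the same level. Relative coverage of a chromosome was its mean coverage, scaled within each library to the median autosome and divided by the value of the median MEF-2 clonal line, and a chromosome was called shifted where this differed from 1 by more than 0.1. Intervals for single parental libraries are 95% Wilson intervals of the pooled reads, and they cover counting error only, since PCR copies are not independent molecules. Fisher's test, the variance share and the simulations also take each read as a molecule.

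The items named were fixed by rule before the data were examined. They were 4 example loci of the study, each as the measured CpGs in a window of 1000 bp, the 2 regions with the most CpGs in each of 3 classes, the promoters of 17 imprinted genes (1000 bp on either side of a transcript start), and the 2 CpGs with the largest difference between the families in each direction. A region was a run of at least 3 measured CpGs at most 100 bp apart, each with a fidelity score under 0.75 (unfaithful), or each with a score of 1 and all 14 clonal lines above 90% (faithful hypermethylated) or below 10% (faithful hypomethylated).

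The tests were first run on simulated data. Among 50000 CpGs drawn with the observed depths, of which 200 differed between the families, the quasi-binomial model called 54.0% of the changed CpGs and 0.917% of its calls were unchanged CpGs. At the unchanged CpGs, 6.44% had an unadjusted p under 0.05. In the same simulation the limma alternative without a replicate block called 73.0% of the changed CpGs, and 7.59% of its calls were unchanged. The simulated variance share at 375777 CpGs was 4.93e-05 with all MEF-1 clonal lines at the same level and 0.500 where each line kept a founder state on 2 copies. Fisher's test called 0% of 1203687 CpGs simulated without a difference, and a count of 0 allows a share of up to 0.000249%. The clustering placed 100% of 20000 simulated CpGs in their group.

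The median coverage over the CpGs compared ranged from 26 to 39 reads per library. At the median depth, the SD from read sampling of a level of 50% lay between 8.01 and 9.81 points. The alternatives fixed beforehand were a minimum of 5 or 20 reads, thinning of every library to 10 reads per CpG, keeping chromosomes 12, 18 and 19, narrower and wider windows for a faithful call and none at 40 to 60%, groups from family medians, another clustering seed, at least 30 reads in the parental line, a difference of at least 20 points, CpG density among measured CpGs, closest CpGs within 100 bp, pooled reads in place of mean levels, limma on log ratios of the counts (offset 0.5) with and without the clone number as a replicate block, and leaving out each clonal line. Thinning was not applied to the clustering, CpG density or genic location. The restriction to the 4 chromosomes of stable coverage, the omission of the MEF-1 lines with a relative coverage of chromosome 18 under 0.75, alone and with MEF-2 line 3, the assignment of groups from the libraries other than the line scored, and the deposited CpG numbers as density were added after seeing the data. Computations used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, numba 0.67.0 and scikit-learn 1.9.0, samtools 1.23.1, and R 4.3.3 with limma 3.58.1.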

Results

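DNA methylation was measured at captured CpGs in cultured fibroblasts from a pair of sibling mouse embryos. Each parental culture, MEF-1 or MEF-2, was a mixture of many cells and was sequenced once, so its values have no replicates. Each also gave 7 clonal lines that were grown from single cells, and a parental line with its clonal lines is called a family. The MEF-1 parental library held 82944286 calls (1 call is 1 read over 1 CpG) and the MEF-2 parental library 90633091. MEF-1 clonal lines 1 to 7 had 59243669, 72517561, 68290533, 67314279, 66107967, 80637128 and 60172481 calls. MEF-2 clonal lines 1 to 7 had 68008092, 69117267, 63867423, 63958720, 76499989, 84894056 and 77100504 calls.

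With at least 10 reads required in all 16 libraries, 1203687 CpGs on 16 chromosomes were compared, which is 5.504% of the CpGs of the mm10 reference. The median coverage of a CpG was 32 reads over all libraries. It was 37 and 39 reads in the MEF-1 and MEF-2 parental libraries, 26 to 36 reads in the MEF-1 clonal lines and 27 to 37 reads in the MEF-2 clonal lines. Where the true level of a CpG is 50%, read sampling alone would leave 71.6% (MEF-1 clonal line 1) to 79.9% (MEF-2 parental line) of CpGs at 40 to 60%. A level between 10 and 90% was seen at 31.2% of CpGs in the MEF-1 parental line and at 35.7% in the MEF-2 parental line.

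Coverage per chromosome was examined because the study's methods left some chromosomes out for changed copy number. Chromosome 12 had a relative coverage of 0.527 to 0.547 in the 7 MEF-1 clonal lines. Chromosome 18 had 0.519 to 0.532 in MEF-1 clonal lines 1, 4 and 5 and 0.913 to 1.00 in the other 4 lines. The MEF-1 parental library had 0.690 on chromosome 12 and 0.718 on chromosome 18. Chromosome 19 had 1.36 to 1.47 and the X chromosome 0.522 to 0.570 in the MEF-1 clonal lines. The same 4 chromosomes lay between 0.976 and 1.02 in the MEF-2 clonal lines. Among the 16 chromosomes kept in the comparisons, 12 were shifted by more than 0.1 in at least 1 library and 4 (chromosomes 3, 4, 6 and 9) were stable in all.

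**Figure D1:**
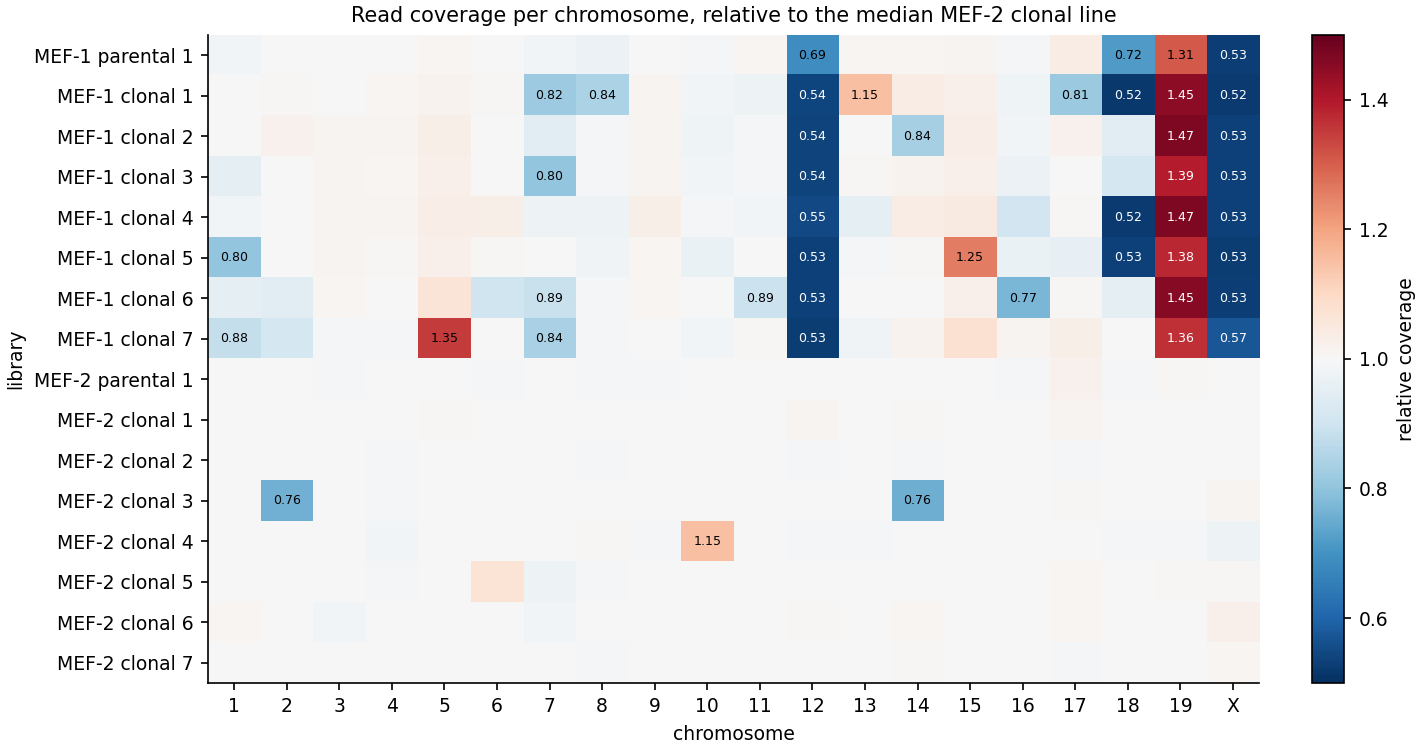
Relative coverage of each chromosome (columns) in each of the 16 libraries (rows), with 1 for the median MEF-2 clonal line. Chromosome 12 lies between 0.527 and 0.547 in the MEF-1 clonal lines, and chromosome 18 between 0.519 and 0.532 in lines 1, 4 and 5 of that family.

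The mean methylation level of a library addressed whether clonal culture changed methylation as a whole. It was 44.0% ± 0.368 (SD, n = 7) in the MEF-1 clonal lines, whose parental line had 44.0%, and 42.4% ± 0.489 (SD, n = 7) in the MEF-2 clonal lines, whose parental line had 42.3%. Clonal lines of MEF-1 were thus 1.63 points higher (two-sided exact permutation test, p = 0.000583, the smallest possible for 7 against 7 lines). The alternative that moved this difference most, chosen after seeing the data, left out MEF-1 lines 1, 4 and 5, the 3 lines with low coverage of chromosome 18, and gave 1.37 points (exact permutation test, p = 0.00606, the smallest possible for 4 against 7 lines).

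Levels in clonal lines were then sorted by the state of the parental line, to ask whether a CpG keeps its state when a culture grows from 1 cell. Where the parental line was at 0 to 10%, 92.3% ± 0.725 (SD, n = 7) of the CpGs of a MEF-1 clonal line and 93.5% ± 0.641 (SD, n = 7) of a MEF-2 clonal line were also at 0 to 10%. Where it was at 90 to 100%, 93.5% ± 0.983 and 91.0% ± 1.08 (SD, n = 7 each) stayed there. Of CpGs at 40 to 60% in the parental line, 47.9% ± 2.00 and 42.5% ± 2.53 (SD, n = 7 each) stayed at 40 to 60%, while 3.90% ± 2.16 and 6.32% ± 0.617 were at 0 to 10% and 4.55% ± 2.44 and 8.22% ± 1.99 at 90 to 100%. Parental levels of 10 to 40% were followed by 0 to 10% at 44.2% ± 3.43 of CpGs in MEF-1 and 45.5% ± 1.55 in MEF-2 (SD, n = 7 each). Parental levels of 60 to 90% were followed by 90 to 100% at 36.2% ± 1.30 and 41.3% ± 3.66 (SD, n = 7 each). All 7 clonal lines of a family were in the same state at 67.9% (MEF-1) and 72.6% (MEF-2) of CpGs with a low parental level, at 73.4% and 64.5% of those with a high one, and at 2.29% and 1.87% of those at 40 to 60%.

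**Figure D2:**
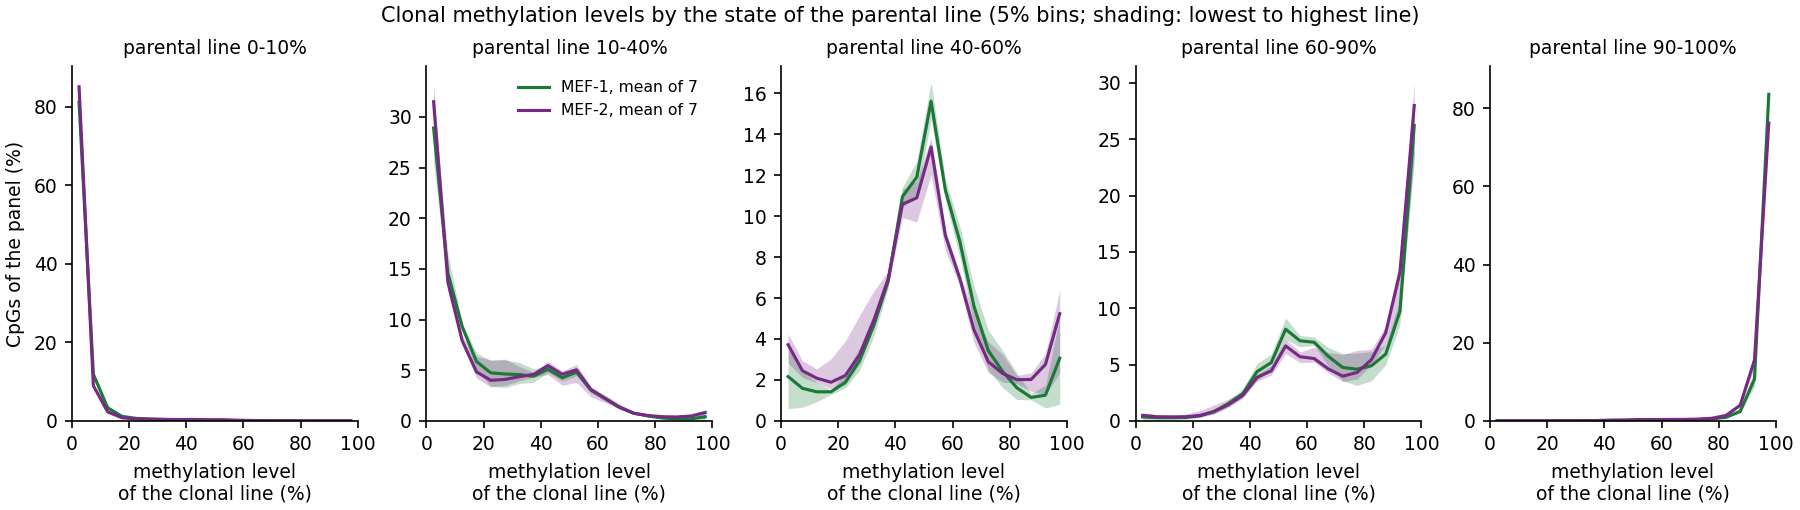
Distribution of clonal methylation levels (percent, bins of 5 points, CpGs with at least 20 reads in the line) by the state of the CpG in the parental line. Curves are the mean of the 7 clonal lines of a family and shading spans the lowest to the highest line, and most CpGs with a low or a high parental level stay there, whereas those at 40 to 60% spread over the whole range.

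Faithful calls, which are clonal levels of 0 to 10, 40 to 60 or 90 to 100%, addressed how often a clonal line shows a level that 1 founding cell with 2 gene copies could pass on unchanged. Where the parental line was at 0 to 10 or 90 to 100%, they made up 93.9% ± 0.431 of calls in MEF-1 and 93.9% ± 0.864 in MEF-2 (SD, n = 7 each). At CpGs with an intermediate parental level, they made up 61.1% ± 3.71 and 62.9% ± 3.39 (SD, n = 7 each). The gap was 32.9 points ± 3.42 in MEF-1 and 31.0 points ± 2.56 in MEF-2, in the same direction in all 7 lines of each family (two-sided exact sign-flip test, p = 0.0156 in each, the smallest possible for 7 lines). Read sampling alone would also leave a gap, so its sign is no evidence of unfaithful inheritance. With founder states of 0, 50 or 100% kept exactly, simulation gave 85.7 to 90.9% faithful calls at intermediate CpGs, and the observed shares were lower still. The window at 40 to 60% moved the gap most, since it was 61.0 and 54.9 points without that window and 9.26 and 8.48 points with windows of 0 to 20, 30 to 70 and 80 to 100%. The gap did not differ between the families by more than the spread of the lines (1.92 points, two-sided exact permutation test, p = 0.267, adjusted p = 0.267 over 4 such differences).

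**Figure D3:**
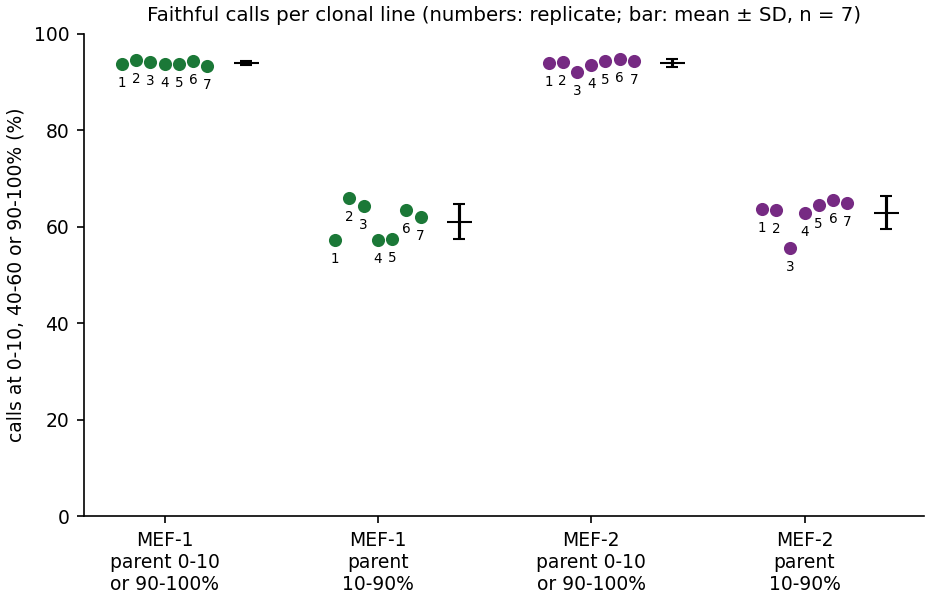
Share of faithful calls (percent) per clonal line by the state of the CpG in the parental line, with each point a line and bars for the mean ± SD of 7 lines. Every line lies at 92.1% or higher where the parental line is at 0 to 10 or 90 to 100% and between 55.5 and 66.0% where it is intermediate.

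Retention of a state specific to a family was tested by comparing each line with its own and with the other parental library at CpGs that were intermediate in the own parent. MEF-1 clonal lines were in the state of their own parent at 36.9% ± 3.18 of these CpGs and in the state of the other parent at 31.7% ± 0.266 (SD, n = 7). MEF-2 clonal lines had 33.3% ± 1.66 and 32.3% ± 0.622 (SD, n = 7). The own parent led by 3.11 points ± 3.51 (SD, n = 14), in 12 of 14 lines (two-sided exact sign-flip test, p = 0.00183). With a minimum of 5 reads the lead was 0.342 points (exact p = 0.670), and after thinning to 10 reads it was −5.49 points (exact p = 0.000122), so neither its size nor its sign held across depths. The lead was 5.25 points ± 3.32 in MEF-1 and 0.981 points ± 2.25 in MEF-2 (SD, n = 7 each). This is a difference of 4.27 points (two-sided exact permutation test, p = 0.0186, adjusted p = 0.0373 over the 4 differences). MEF-1 lines 1, 4 and 5, the 3 lines with low coverage of chromosome 18, had 7.32 to 9.68 points, while the other 4 MEF-1 lines had 1.69 to 3.48. Without these 3 lines the difference was 1.70 points (exact permutation test, p = 0.194). In MEF-2, line 3 alone had 6.00 points, and the other 6 lines lay between −0.478 and 0.782 points. Leaving out line 3 as well, a choice made from its own value in this measure, gave 2.54 points (exact permutation test, p = 0.00952, the smallest possible for 4 against 6 lines).

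Single CpGs that differed from the parental library were counted by Fisher's exact test, which takes each read as a separate molecule, so PCR copies would raise the counts. They were 3.46% ± 1.89 of CpGs per MEF-1 clonal line and 6.57% ± 1.05 per MEF-2 clonal line (SD, n = 7 each), so that MEF-1 minus MEF-2 was −3.11 points (two-sided exact permutation test, p = 0.00233). MEF-1 lines 1, 4 and 5 had 1.49, 1.34 and 1.54%, the other 4 MEF-1 lines 4.54 to 5.53%, and the MEF-2 lines 4.68 to 7.93%. Leaving out these 3 lines gave −1.61 points (exact permutation test, p = 0.0242). After thinning to 10 reads no CpG was called in any line, and an unadjusted p under 0.05 was seen at 1.71% of CpGs in MEF-1 and 2.49% in MEF-2. The share of between-clone variance at intermediate CpGs, which is 0 where all clonal lines have the same level, was 0.112 in MEF-1 (jackknife standard error 0.00949, n = 7) and 0.159 in MEF-2 (0.0113, n = 7). By parental state it was 0.130, 0.0882 and 0.123 in MEF-1 at 10 to 40, 40 to 60 and 60 to 90%, and 0.180, 0.139 and 0.157 in MEF-2.

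Clustering of the levels addressed how CpGs divide into those with uniform and those with variable methylation. The groups were named U (unmethylated), M (methylated), I (intermediate), UI (unmethylated to intermediate) and MI (methylated to intermediate). U held 512878 CpGs (42.6%) with a mean level of 3.64%, and M held 321490 (26.7%) with 95.4%. UI held 139282 (11.6%) with 30.8%, I held 70831 (5.88%) with 52.5% and MI held 159206 (13.2%) with 71.9%. UI and MI were each made of a cluster higher in MEF-1 and a cluster higher in MEF-2. The UI clusters had mean levels of 47.4 against 14.0% and 13.005 against 48.9% in MEF-1 against MEF-2, and the MI clusters 91.8 against 50.5% and 56.7 against 88.7%. U and M together were 69.3% of CpGs, and groups drawn from family medians moved this share most, to 62.2%.

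The fidelity score averaged 0.833 over all CpGs, was 1 at 37.0% of them and was under 0.75 at 28.9%. Per clonal line it was 0.920 ± 0.0121 in U and M and 0.635 ± 0.0291 in UI, I and MI (SD, n = 14), a gap of 0.285 ± 0.0228. By group it was 0.927 ± 0.0113 in U, 0.628 ± 0.0362 in UI, 0.558 ± 0.0363 in I, 0.674 ± 0.0282 in MI and 0.909 ± 0.0318 in M. Its gap ranged from 0.0775 with the wide windows to 0.554 without the window at 40 to 60%. Neighbour similarity was 0.794 ± 0.01003 in U and M and 0.351 ± 0.0197 in UI, I and MI (SD, n = 14), a gap of 0.443 ± 0.0161. The groups were drawn from the levels that are scored, so the sign of these gaps follows in part from the clustering and the lines were not tested on them. With each line scored in groups assigned from the other 15 libraries, an alternative chosen after seeing the data, the gaps were 0.282 ± 0.0233 for fidelity and 0.438 ± 0.01703 for neighbour similarity (SD, n = 14), positive in all 14 lines (two-sided exact sign-flip test, p = 0.000122 in each, the smallest possible). The fidelity gap did not differ between the families by more than the spread of the lines (MEF-1 minus MEF-2 0.0211, two-sided exact permutation test, p = 0.0798, adjusted p = 0.106 over the 4 differences).

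CpG density and genic location addressed where in the genome the groups lie. U had 10.7 other CpGs within 100 bp, against 5.20 in UI, 4.23 in I, 3.89 in MI and 4.07 in M. Over the 16 chromosomes, U exceeded all other groups by 6.40 ± 0.287 CpGs (SD, n = 16; two-sided exact sign-flip test, p = 3.05e-05, the smallest possible). A minimum of 20 reads moved this gap most, to 4.61. Genic CpGs were 75.2% of U and M and 58.9% of UI, I and MI, and over chromosomes the gap was 16.4 points ± 1.79 (SD, n = 16; two-sided exact sign-flip test, p = 3.05e-05, the smallest possible).

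**Figure D4:**
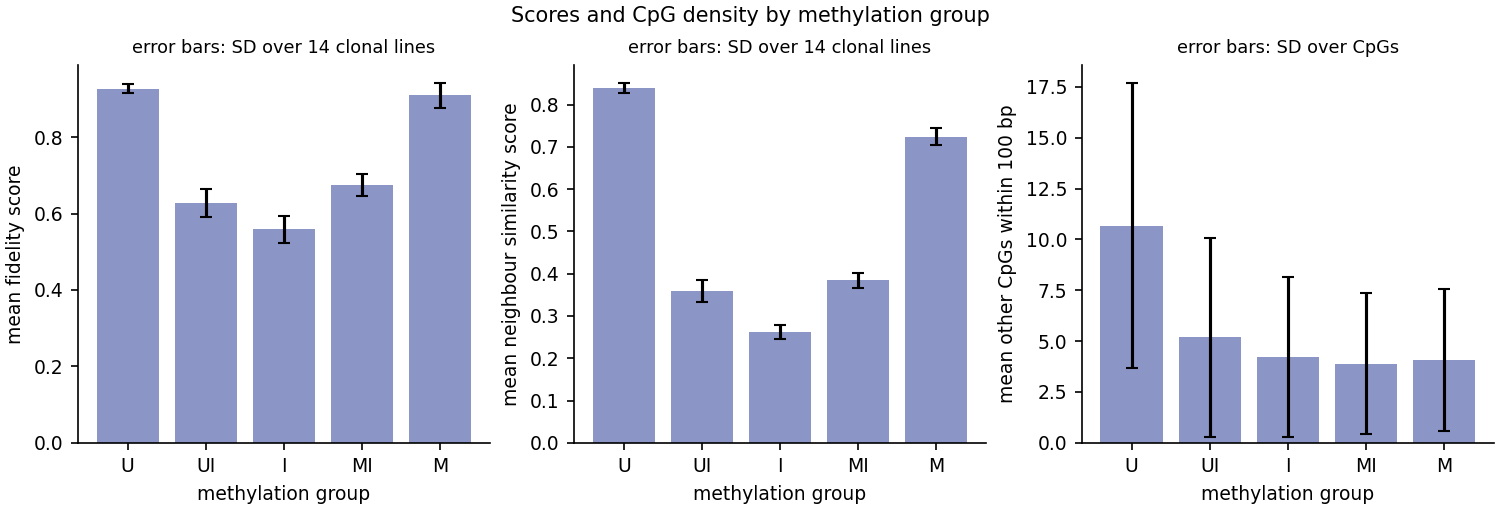
Fidelity score, neighbour similarity score and CpG density (other CpGs within 100 bp) of the 5 methylation groups, with bars from 0. Error bars are SDs over the 14 clonal lines for both scores and over CpGs for density, and U and M have higher scores than UI, I and MI.

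A comparison of the 7 MEF-1 with the 7 MEF-2 clonal lines at each CpG addressed which CpGs differ between the families. All lines of a family came from the same embryo and culture, so the p-values measure spread between lines of a culture. They cannot tell the embryo, its sex and the history of the culture apart. The quasi-binomial model called 242557 of 1203687 CpGs (20.2%), and 362782 had an unadjusted p under 0.05. Of the called CpGs, 139941 (57.7%) were higher in MEF-1 and 102616 were higher in MEF-2. The median absolute difference was 38.6 points, and 216092 called CpGs differed by at least 20 points and 52170 by at least 50. They made up 73.4% of MI and 62.5% of UI, but 2.84% of U, 3.17% of I and 6.80% of M. UI and MI were drawn from the same levels, so their high shares follow in part from the clustering. The largest change among alternatives that kept all CpGs was thinning, with 194161 calls.

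Among the CpGs with the largest differences, that at chromosome 16, 92698415 (mm10), lay in an intron of Runx1, 1087 bp from its start. It was at 100% in all 7 MEF-1 clonal lines (213 reads) and had 0 methylated of 280 reads in the MEF-2 clonal lines, which allows a level of up to 1.07%. The quasi-binomial model gave it an adjusted p of 2.10e-08. Its MEF-2 parental level was 16.3% of 49 reads (95% Wilson interval 8.51 to 29.0%). A CpG at chromosome 9, 91367581, in an intron of Zic4 and 785 bp from its start, was at 100% in MEF-1 (118 reads) and had 0 of 149 reads methylated in MEF-2, which allows up to 2.01% (adjusted p = 1.40e-07, quasi-binomial model). Higher in MEF-2 was a CpG at chromosome 5, 150522102, which lay in the promoter of Brca2, 527 bp from its start. Its level was 1.76% ± 3.26 in MEF-1 and 99.4% ± 1.72 in MEF-2 (SD, n = 7 each; adjusted p = 2.00e-07, quasi-binomial model). The CpG at chromosome 10, 77251474, intergenic and 7743 bp from the start of Pofut2, had 0.529% ± 1.40 and 98.0% ± 3.49 (SD, n = 7 each; adjusted p = 1.95e-07, quasi-binomial model).

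Runs of CpGs of the same kind addressed whether fidelity is a property of regions. There were 30466 unfaithful regions (125771 CpGs, 10.4% of those compared), 10965 faithful hypermethylated regions (43538 CpGs, 3.62%) and 30551 faithful hypomethylated regions (176229 CpGs, 14.6%). The study's unfaithful example at chromosome 15, 79251712 to 79251990 (12 CpGs, coding exons of Slc16a8 and an intron of Gm49486) had a mean fidelity score of 0.595. Its level was 40.4% (95% Wilson interval 36.3 to 44.7%) in the MEF-1 parental line and 38.1% (33.8 to 42.7%) in the MEF-2 parental line, and 42.2% ± 3.95 and 48.0% ± 4.41 in the clonal lines (SD, n = 7 each). The hypermethylated example at chromosome 1, 34302812 to 34302975 (14 CpGs, coding exons of Dst) had a score of 0.9898, parental levels of 99.3% (98.6 to 99.7%) and 98.4% (97.5 to 99.0%), and clonal levels of 98.5% ± 0.510 and 98.4% ± 0.387. The hypomethylated example at chromosome 4, 124751211 to 124751987 (57 CpGs, a coding exon of Inpp5b and an exon of Gm12915) had a score of 0.996, parental levels of 1.51% (1.11 to 2.05%) and 1.97% (1.47 to 2.63%), and clonal levels of 1.64% ± 0.281 and 1.89% ± 0.999. The imprinted example at chromosome 7, 143295498 to 143295999 (24 CpGs, an intron of Kcnq1 and an exon of Kcnq1ot1) had a score of 0.521, parental levels of 49.6% (45.6 to 53.5%) and 52.4% (48.2 to 56.6%), and clonal levels of 53.9% ± 9.14 and 39.9% ± 7.96.

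By number of CpGs, the first 2 unfaithful regions lay side by side on chromosome 17, in genes annotated as lincRNA and rRNA. The region from 39844739 to 39847121 had 261 CpGs, a score of 0.0654 and clonal levels of 16.5% ± 1.06 in MEF-1 and 24.7% ± 1.01 in MEF-2 (SD, n = 7 each). The region from 39843551 to 39844691 had 130 CpGs, a score of 0.0313 and clonal levels of 17.9% ± 1.39 and 26.9% ± 0.984. Their median coverage was 459.5 and 627 reads per CpG, against 32 over all CpGs. Reads from many copies of a sequence may be counted together there, whereas the fidelity score assumes 2 copies. The low scores of these 2 regions are therefore no evidence of unfaithful inheritance, and the lines of a family had similar mean levels in them. The first 2 hypermethylated regions were at chromosome 5, 147112700 to 147113398 (60 CpGs, intergenic, 7334 bp from the start of Polr1d; 98.9% ± 0.203 and 98.5% ± 0.203) and at chromosome 17, 84268969 to 84269517 (36 CpGs, an intron of Thada; 98.4% ± 0.115 and 98.3% ± 0.344). The first 2 hypomethylated regions were at chromosome 11, 95309789 to 95310718 (63 CpGs, the first exon of Kat7; 1.35% ± 0.168 and 1.04% ± 0.189) and at chromosome 15, 98567324 to 98567910 (62 CpGs, exons of Ccnt1; 1.46% ± 0.292 and 1.15% ± 0.270).

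Promoters of imprinted genes, a list chosen for methylation of either the maternal or the paternal copy, were meant as a control for a kept level near 50%. Each gene pools the windows around its transcript starts, which span up to 78957 bp (Inpp5f), so a mean can mix starts of different levels. Whether each start is methylated on a single copy was not tested, so the means below are a limited control. All 17 genes had enough CpGs (955 in total). In 10 of them the clonal means of both families were at 40 to 60%, 2 had a clonal mean under 40% in a family and 5 had one above 60%. A mean at 40 to 60% does not place each CpG there. In these 10 genes, 27.4% (Inpp5f) to 73.7% (Zrsr1) of the clonal calls were at 40 to 60%. At Zrsr1 (chromosome 11, 22971982 to 22972993, 75 CpGs) the clonal level was 48.6% ± 4.76 in MEF-1 and 47.5% ± 2.23 in MEF-2 (SD, n = 7 each), with a mean fidelity score of 0.738. At Peg3 (chromosome 7, 6730063 to 6731145, 39 CpGs) it was 49.8% ± 6.97 and 42.0% ± 4.80, with a score of 0.581. Airn (chromosome 17, 12741390 to 12741453) had 6 CpGs and the widest spread, with 47.5% ± 20.7 in MEF-1 (7.90 to 73.1% over the 7 lines) and 51.8% ± 8.77 in MEF-2. The extremes were Grb10 with 26.3% ± 1.75 and 31.0% ± 2.59, and Nnat with 91.6% ± 1.67 and 88.5% ± 7.01.

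Chromosomes left out of the comparisons were described apart. The share of CpGs at 40 to 60% on chromosome 12 was 1.32 to 3.84% in the MEF-1 clonal lines and 11.1 to 12.6% in the MEF-2 clonal lines. On chromosome 18 it was 3.22 to 3.26% in MEF-1 clonal lines 1, 4 and 5 and 11.5 to 12.9% in the other 4. It was 5.25 to 6.64% on chromosome 19 in MEF-1 and 8.47 to 9.79% in MEF-2.

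**Figure D5:**
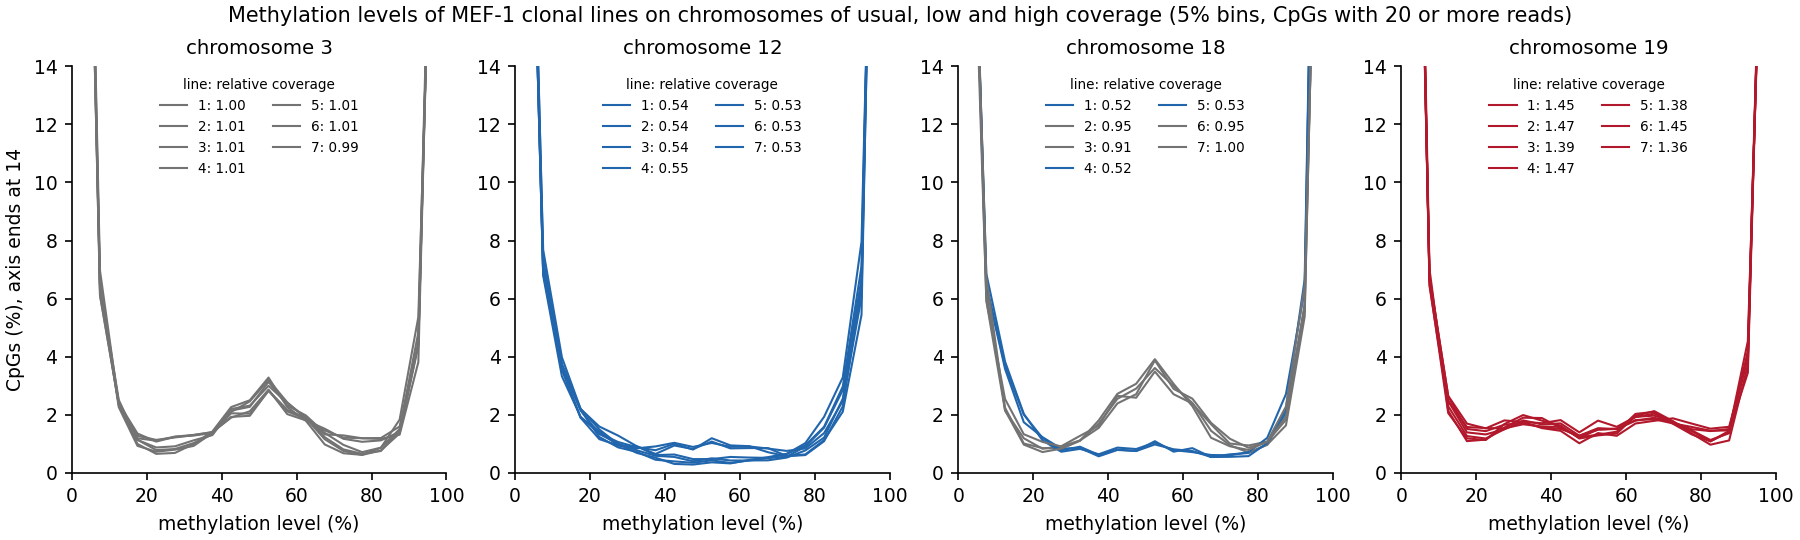
Share of CpGs (percent, on an axis that ends below the outer peaks, CpGs with at least 20 reads in the line) by methylation level in bins of 5 points, for each of the 7 MEF-1 clonal lines on chromosomes 3, 12, 18 and 19, with blue for low and red for high relative coverage. With all CpGs compared, the share at 40 to 60% is 1.32 to 3.84% on chromosome 12, and on chromosome 18 it is 3.22 to 3.26% in lines 1, 4 and 5.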

Values the study reported

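The study reported methylation levels with a median of 32 reads per CpG, for around 5% of the CpGs of the mouse. By k-means clustering it reported the same state across all lines for 66% of CpGs, made up of 40% unmethylated (U) and 26% methylated (M). It reported that 33% of CpGs were intermediate in at least one of the families, with 26% in the classes UI and MI and 7% in the class I.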

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

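The following tests were chosen only after the result they address had been seen: read depth and other CpGs for the chromosomes of low coverage, a few regions and a changed copy number for the shifted chromosomes, loss of a copy and read depth for chromosome 4, cells of the other family, more than 2 chromosome copies and more than 1 founding cell for single clonal lines, read depth for chromosome 19 and X, equal depths of 15, 20 and 30 reads for the difference in state retention, the omission of MEF-1 lines 1, 4 and 5 and of MEF-2 line 3, and all 3 tests of the difference in neighbour similarity between the families. The other tests here were written down before their values were computed. All patterns were found and tested on the same data, so each explanation is a hypothesis.

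Single clonal lines were compared with the other 6 lines of their family by Dixon's test in 90 groups of 7 values, and 33 groups held a line far from the others. Chance flags about 1 in 20 groups, which is 4.5 of 90. The 33 were 7 of 26 groups of measures per line, 16 of 32 groups of relative coverage per chromosome, and 10 of 32 groups of the share of CpGs at 40 to 60% per chromosome. The groups are not independent, because the same line and chromosome enter more than 1 of them.

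In MEF-1, the lines set apart by relative coverage were line 1 on chromosomes 8 (0.844), 13 (1.15) and 17 (0.814), line 2 on chromosome 14 (0.835), line 5 on chromosome 15 (1.25), line 6 on chromosomes 6 (0.902) and 11 (0.892), and line 7 on chromosome 5 (1.35). In MEF-2 they were line 3 on chromosomes 2 (0.759) and 14 (0.756) and line 4 on chromosome 10 (1.15). A further 5 MEF-2 values differed from 1 by less than 0.1, namely line 4 on chromosome 9 (0.995), line 5 on chromosome 6 (1.07), and line 6 on chromosomes 1 (1.01), 3 (0.986) and 15 (0.998). The largest of these shifts, in line 5, compares with 0.997 to 1.00 in the other 6 lines, and no cause was tested for the 5. The share of CpGs at 40 to 60% was low in MEF-1 line 1 on chromosome 17 (6.00%, other lines 8.85 to 10.5%), line 5 on chromosome 1 (6.99%, others 9.29 to 10.8%), line 6 on chromosome 16 (5.63%, others 8.43 to 9.63%) and line 7 on chromosome 5 (7.37%, others 9.21 to 10.5%). In MEF-2 line 3 it was low on chromosomes 1 (8.94%), 2 (6.86%), 7 (8.76%), 14 (7.12%) and 15 (8.91%).

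Over the kept chromosomes of the 14 clonal lines, 17 had a relative coverage that differed from 1 by more than 0.1, in 8 lines, of which 13 were lower and 4 higher. A bias of the capture by CpG density is argued against, because 17 of the 17 stayed shifted the same way by more than 0.05 in each of 3 density classes. A few regions of very high coverage are also argued against, since 99.2% of the 10 Mb windows of these chromosomes (241 of 243) lay on the side of the shift. A changed copy number in part or all of the cells of a line is consistent with the levels, as 16 of the 17 had a share at 40 to 60%, divided by the median share of the 4 chromosomes of stable coverage in the same line, below that of every line of the family with unshifted coverage. The exception was chromosome 10 in MEF-2 line 4 (0.980, lowest of the other lines 0.972). Of 3 sets of chromosomes tried for the division, the other 2 gave 17 of 17, and without it the count was 15, which also depends on the level of the whole line. The share of cells with such a change was not estimated. The design gives no group of lines by copy number, so no biological explanation was tested.

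Chromosomes left out of the comparisons carried a signal of their own. On chromosome 12, at most 3.84% of the CpGs of a MEF-1 clonal line lay at 40 to 60%, and on chromosome 18 at most 3.26% in MEF-1 clonal lines 1, 4 and 5, the 3 lines with low coverage of it. Lower read depth is argued against, because the share on chromosome 12 was at most 5.03% in MEF-1 after every library was thinned to 10 reads, against 12.5% or more in MEF-2. A set of other CpGs is argued against as well, since the same chromosome had at least 11.1% at 40 to 60% in the MEF-2 clonal lines. A candidate explanation is that the copies of a chromosome in 1 cell hold different states that are kept through culture, so that a lost copy leaves 0 or 100%. At 573 CpGs of chromosome 18 that were at 40 to 60% in the 4 other lines, lines 1, 4 and 5 had at least 69.6% at 0 to 10 or 90 to 100%. At 1103 CpGs of chromosome 3 chosen the same way, the same 3 lines had 3.45 to 3.81% there. The opposite account, that levels near 50% arise anew in every line by gain and loss of methylation, is argued against, because at most 6.28% of the chromosome 18 CpGs were at 40 to 60% in these 3 lines. All 3 lines were at the same extreme at 46.6% of the CpGs and at opposite extremes at 0.175%. All cells came from 1 inbred strain, so sequence variants could not tell the copies apart.

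On chromosome 19, with relative coverage of 1.36 to 1.47 in the MEF-1 clonal lines, at least 10.0% of CpGs lay at 25 to 40 or 60 to 75% in each of these lines, against 6.90 to 9.19% in MEF-2. On the X chromosome, at least 26.8% of CpGs lay at 40 to 60% in every MEF-2 clonal line, and at most 3.17% in the MEF-1 clonal lines. The X share of calls in MEF-1 line 7 was 1.26%, against 1.19 to 1.21% in the other 6 lines. The study's methods describe the embryos as differing in sex. Lower read depth is argued against for X, because after thinning to 10 reads its share at 40 to 60% was at most 3.87% in MEF-1, against 28.6% or more in MEF-2. For chromosome 19, higher read depth in MEF-1 cannot be told apart from other causes of the levels at 25 to 40 or 60 to 75%. After thinning at least 5.84% of its CpGs lay there in MEF-1 and up to 6.09% in MEF-2, and 10 reads resolve these levels poorly. Its share at 40 to 60% stayed lower in MEF-1 after thinning (8.17 to 9.34%, against 10.0 to 10.3% in MEF-2). Read depth is thus argued against for that share alone. No biological explanation was tested for chromosome 19. For X, the study reports a male embryo for MEF-1 and a female embryo for MEF-2. The relative coverage of X, 0.522 to 0.570 in MEF-1 and 0.976 to 1.02 in MEF-2 clonal lines, goes with that difference. The sex of the embryo is thus the leading explanation for X, but its link to the levels at 40 to 60% was not tested apart from the family.

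MEF-2 clonal line 4 had 4.50% of the CpGs of chromosome 4 at 40 to 60%, against 9.13 to 10.5% in the other 6 lines. The share was lower in line 4 than in every other line in 16 of 16 windows of 10 Mb. Loss of a copy is argued against by the relative coverage of the chromosome in this line, 0.988. Lower read depth is argued against by the share after thinning, 5.88%, which was still the lowest of the family. A candidate explanation is that over most of chromosome 4 both copies come from the same parental chromosome. At 334 CpGs from 20 Mb onward that were at 40 to 60% in the other 6 lines, line 4 had 69.2% at 0 to 10 or 90 to 100%, and 8.38% at 40 to 60%. At 246 CpGs of chromosome 3 chosen the same way it had 7.32% and 63.0%. Among the 19 such CpGs in the first 10 Mb, 73.7% stayed at 40 to 60%.

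MEF-2 clonal line 3 stood apart in 6 measures per line. At CpGs intermediate in the parental line, it had 55.5% faithful calls (other lines 62.8 to 65.5%), a gap in faithful calls of 36.6 points (others 29.3 to 30.7), the parental state at 37.0% of CpGs (others 32.3 to 33.4%), and a lead of the own parent of 6.00 points (others −0.478 to 0.782). Its fidelity score gap between methylation groups was 0.321 (others 0.261 to 0.275). It also had calls at 5500212 positions, 108.9% of the number in the parental library (others 89.5 to 97.6%), although its total of 63867423 calls was the lowest of the family. Lower depth is argued against as the cause of its low share of faithful calls, because thinned to 10 reads it had 73.5%, still the lowest of its family. Cells of the other family are argued against by its mean shift of 6.07 points toward MEF-1 at 945 CpGs where the 7 MEF-1 lines and the other 6 MEF-2 lines were at opposite extremes, within the range of the other MEF-2 lines at CpGs chosen the same way (5.28 to 7.68 points). Admixture of another sequenced line of the family cannot be told apart from no admixture, since its largest shift was 19.7 points, at 80 CpGs where line 4 alone differed, and other pairs of lines reached 27.7 points. Levels of 15 to 30 and 70 to 85% were more frequent in line 3 than in every other line of its family on 16 of 16 kept chromosomes. Both more than 2 copies of each chromosome in most cells and more than 1 founding cell predict this, and they cannot be told apart without counts of cells or chromosomes. No biological explanation was tested, as the design gives none for a single line.

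MEF-1 clonal lines 1, 4 and 5, which share the low coverage of chromosome 18, had 57.3, 57.2 and 57.4% faithful calls at intermediate CpGs, and the other 4 lines had 61.9 to 66.0%. Lower depth is argued against, because after thinning the highest of the 3 lines had 74.1%, below the other 4. Admixture of 1 of the 4 other lines is argued against by a largest shift of 9.95 points toward any of them (17 to 52 CpGs per comparison), whereas line 3 shifted by 22.1 points toward line 7 among the other 4. On 14 of 16 kept chromosomes, each of the 3 lines had more levels of 15 to 30 and 70 to 85% than every other line of the family. As for MEF-2 line 3, more than 2 copies of each chromosome in most cells and more than 1 founding cell cannot be told apart, because both predict these levels. Levels of lines 1, 4 and 5 had correlations of 0.961 to 0.965 with each other, against 0.931 to 0.951 for other pairs of MEF-1 clonal lines. Whether the 3 lines share a recent origin was not tested. If they do, they are not independent replicates.

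Between the families, the lead of the own parent in state retention differed by 4.27 points, larger in MEF-1 (exact permutation test, adjusted p = 0.0373). Without MEF-1 lines 1, 4 and 5, the lines with low coverage of chromosome 18, it was 1.70 points (exact permutation test, p = 0.194), and 2.54 points (exact permutation test, p = 0.00952) without MEF-2 line 3 as well, which was left out for its own high value. The size and the call thus depend on single lines. Chromosomes with shifted coverage are argued against as the cause, since the difference kept p = 0.0227 (exact permutation test) on the 4 chromosomes of stable coverage. A difference in read depth is argued against, because the lead rises with depth and the MEF-2 libraries were the deeper ones (parental line 47.6 against 44.2 reads per CpG on average, clonal lines 37.8 against 36.5). With the same number of reads in every library, the lead was larger in MEF-1 at each of 4 depths, by 1.55 points at 10 reads, 2.30 at 15, 3.13 at 20 and 4.96 at 30 (exact permutation tests, p = 0.0798, 0.0711, 0.0455 and 0.0122). The first of these depths was the test fixed beforehand and did not pass 0.05 by itself. The gap in neighbour similarity between methylation groups differed by 0.0291, larger in MEF-1 (exact permutation test, adjusted p = 0.00233). It kept the exact p of 0.000583, the smallest possible, both after thinning to 10 reads and on the chromosomes of stable coverage, which argues against depth and against shifted chromosomes. The way the groups are drawn is consistent with the difference, since groups from family medians gave 0.00869 and an exact p of 0.0781, although groups assigned from the other 15 libraries gave 0.0305 (exact p = 0.000583). The embryo of origin, the biological difference named by the design, stays open and was not tested apart from the culture.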

How the results depend on the processing

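Of the alternatives, the restriction to the 4 chromosomes of stable coverage, the omission of MEF-1 lines 1, 4 and 5 with or without that of MEF-2 line 3, the groups assigned from the other 15 libraries and the deposited CpG numbers as density were chosen after seeing the data, and all others were fixed beforehand. The test of the retention lead at CpGs where both parental lines are intermediate was written down before its values were computed.

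Across 13 results, 203 of 213 alternatives kept the direction and the side of the threshold (or, for a value without a test, stayed within its spread or count limit). This held for all 112 alternatives that left out 1 clonal line. Without 1 line, the level difference was 1.47 to 1.71 points, the faithful call gap 32.3 to 33.6 points in MEF-1 and 30.0 to 31.2 in MEF-2, the fidelity gap 0.283 to 0.287, the neighbour similarity gap 0.441 to 0.444, the retention lead 2.61 to 3.39 points, the variance share 0.106 to 0.118 in MEF-1 and 0.154 to 0.166 in MEF-2, the MEF-1 minus MEF-2 difference in CpGs changed from the parent −3.46 to −2.76 points, and the CpGs that differ between families 220048 to 232884. The other alternatives gave 1.37 to 1.84 points for the level difference, 9.26 to 61.0 and 8.48 to 54.9 points for the faithful call gaps, 0.0775 to 0.554 for the fidelity gap, 0.429 to 0.455 for the neighbour gap, 0.109 to 0.118 and 0.155 to 0.168 for the variance shares, 4.61 to 7.57 for the density gap and 13.9 to 17.9 points for the genic gap. With the deposited CpG numbers the density gap was 6.29.

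State retention depended on depth. The lead of the own parent was 0.342 points with a minimum of 5 reads (exact p = 0.670), −5.49 points after thinning to 10 reads (exact p = 0.000122), 6.62 points with a minimum of 20 reads and 5.57 points with at least 30 reads in the parental line. Sampling error of the own parental call may explain the reversal, because the CpGs are chosen by the own parental call and this lowers matches to the own parent alone. Where both parental lines were intermediate in different states, which treats them alike, the lead was 17.6 points ± 2.70 (SD, n = 14) at 135148 CpGs and 11.5 points ± 1.10 after thinning, positive in all 14 lines in both cases (exact sign-flip test, p = 0.000122, the smallest possible). Without MEF-1 lines 1, 4 and 5, the lead over both families was 1.60 points (exact p = 0.0146), and the larger lead in MEF-1 was 1.70 points (exact p = 0.194). Without MEF-2 line 3 as well, these were 1.16 points (exact p = 0.0293) and 2.54 points (exact p = 0.00952). The larger lead in MEF-1 had an exact p of 0.0524 with a minimum of 5 reads and 0.0798 after thinning. In the symmetric form, with both parental lines intermediate in different states, it was 3.54 points (exact p = 0.00466) with all reads. With the same number of reads in every library, this form gave 0.455 points at 10 reads, 1.15 at 15, 1.70 at 20 and 3.50 at 30. The exact p was 0.466, 0.143, 0.101 and 0.0117, so only the largest of these depths passed 0.05. The faithful call gap, not different between the families as reported, was 6.03 points larger in MEF-1 without the window at 40 to 60% (exact p = 0.00233). The fidelity gap, also not different as reported, was larger in MEF-1 after thinning (0.0168, exact p = 0.0111), with the narrow windows (0.0237, exact p = 0.00466) and without the window at 40 to 60% (0.0459, exact p = 0.000583), whereas groups from family medians gave −0.00855 (exact p = 0.553). With the main windows and groups, leaving out MEF-1 lines 1, 4 and 5 gave MEF-1 minus MEF-2 differences of −0.730 points for the faithful call gap (exact p = 0.812) and 0.00605 for the fidelity gap (exact p = 0.642). The cause was not tested for either gap.

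CpGs changed from the parent were 0% in both families after thinning (difference 0 points, exact p = 1), where Fisher's test had an unadjusted p under 0.05 at 1.71% of CpGs in MEF-1 and 2.49% in MEF-2. With all reads these were 9.97% and 14.1%. At 10 against 10 reads few outcomes of that test can pass the adjustment, so the loss follows from the thinning itself. Without MEF-1 lines 1, 4 and 5 the difference in changed CpGs shrank to −1.61 points (exact p = 0.0242). With a minimum of 20 reads the changed CpGs were 5.68% in MEF-1 and 10.4% in MEF-2.

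The share of CpGs in U or M moved to 66.8% with a minimum of 20 reads, 70.7% with a minimum of 5 and 62.2% with groups from family medians. The cause was not tested. CpGs that differ between families fell to 133497 with a minimum of 20 reads and to 60033 on the chromosomes of stable coverage, where fewer CpGs were tested (575475 and 303082), and the share called was 23.2 and 19.8% against 20.2%. Across the 8 alternatives that left out no line, 55.5 to 58.9% of these CpGs were higher in MEF-1. On the chromosomes of stable coverage, the density gap of 6.40 and the genic gap of 17.1 points had an exact p of 0.125, the smallest that 4 chromosomes allow.

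Clone numbers do not pair the lines, because levels of lines with the same number in both families had correlations of −0.00432 to 0.00353 beyond the family means. With the number as a replicate block, the level difference of 1.63 points had an exact p of 0.0156 (the smallest possible for 7 pairs), the difference in changed CpGs of −3.11 points had an exact p of 0.0313, and limma called 270265 CpGs between families, against 272064 without the block.

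Depth also limits the faithful calls. At the observed depth, 71.6 to 79.9% of CpGs with a true level of 50% would fall at 40 to 60%, so a call outside the windows is not by itself a changed level.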

Other observations

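The tests of the Y chromosome share, the counts over chromosomes of the correlation between CpGs, and the simulations with 1 molecule for every 2 reads were chosen only after the values they address had been seen. The other tests here were written down before their values were computed.

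The split of the 14 clonal lines by family was compared with other splits into 7 and 7. Among 100 splits drawn from the 1716 possible, the real one included, 1 gave as many CpGs past the threshold as the split by family, namely that split itself. The most in another split was 3110 CpGs. Chance in the grouping of the lines can therefore be excluded for a count as high as 242557, but not for each CpG in it.

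A pair of simple accounts of the levels in clonal lines was simulated with the observed read depths at CpGs intermediate in the parental line. If each clonal line took the mean level of its family, 45.8 to 49.9% of calls would be faithful, and the observed share exceeded this by at least 7.42 points in all 14 lines. If each line kept a founder state of 0, 50 or 100% exactly, 85.7 to 90.9% would be faithful, and the observed share fell short of this by at least 22.3 points in all 14 lines. With 1 molecule for every 2 reads, as PCR copies would leave, the excess was at least 7.61 points and the shortfall at least 15.01 points. At these depths, neither account alone gave the observed levels. Mixtures of both were not fitted.

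The low neighbour similarity in UI, I and MI was compared with read sampling. Had the closest CpGs shared 1 level, sampling would have left scores at least 0.338 above those observed in all 14 lines (0.207 with 1 molecule for every 2 reads), which argues against read sampling alone. The opposite account is that each CpG takes its level without regard to any CpG around it. This is argued against by a small correlation between CpGs more than 500 and up to 1000 bp apart, which share few or no fragments. Computed across the lines of a family beyond their mean, it was 0.0185 in MEF-1 and 0.0251 in MEF-2, and above 0 on 16 of 16 chromosomes in each (exact sign-flip test over chromosomes, p = 3.05e-05, the smallest possible). At 100 kb it was −0.00542 and −0.00118. CpGs at most 10 bp apart had 0.310 and 0.353, and at 11 to 50 bp 0.156 and 0.186, but these share reads and so sampling error, whose part depends on the unknown share of PCR copies.

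In the 10 imprinted genes with clonal means of 40 to 60%, the mean fidelity score at 498 CpGs was 0.662. A simulation with every line at the clonal mean of its family gave 0.673 with the same depths (0.656 to 0.687 over 100 runs), and 0.741 with every line at exactly 50%. Read sampling around a kept level cannot be told apart from changes between the lines here, because the 10 genes were chosen by the levels of the same lines. In Airn, 1 of the 10, the MEF-1 lines ranged from 7.90 to 73.1%.

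MEF-1 clonal line 5 had 0.010003% of its calls on the Y chromosome. The other 6 MEF-1 clonal lines had 0.0246 to 0.0463% and the MEF-2 clonal lines 0.00990 to 0.0116%. A library of the other family under this label is argued against, because the lowest correlation of its levels with another MEF-1 clonal line was 0.935 and the highest with a MEF-2 library 0.856. Low depth of this library is argued against by 2 MEF-1 clonal libraries with fewer calls and a higher Y share. A loss of the Y chromosome was not tested, and the design gives no biological explanation to test.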
